A study of Mus musculus with 18 samples. Its data were reported in "N-acetyl-l-cysteine ethyl ester (NACET) induces the transcription factor NRF2 and prevents retinal aging and diabetic retinopathy" (2025).

How the data were processed

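Retinal RNA of male mice was profiled in 18 libraries. The groups were taken from the sample labels: WT (3 libraries), WT + NACET (6), Akita (4) and Akita + NACET (5). Per the study's methods, the authors prepared poly(A) libraries with the TruSeq RNA v2 kit, sequenced them single end on a NextSeq 500, aligned the reads to the mouse genome build mm9 with TopHat and counted reads over exons per gene with HTSeq-count, without regard to strand. A read that overlapped several genes was assigned only where the overlap was unambiguous, and reads that aligned to several places were left out, which lowers the counts of near-identical paralogs. The deposited values are these raw read counts, not normalized, in 1 file per library.

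Each file had 35006 gene names, 5 summary entries and 1 entry without a name, which held on average 0.0054% of the gene counts and was left out. The summary entries gave the reads outside annotated exons (12.8% of all counted on average), the ambiguous reads (1.07%) and the reads aligned to several places (9.04%), and did not enter library sizes or tests. As in the study's methods, 185 ribosomal RNA genes were removed, with 0.977% of the counts on average. Coordinates are those of mm9 from the reference annotation, in which 33643 of the gene names (96.1%) were found, and 342 names stood on more than 1 locus. Between 11495596 and 17814480 counts fell in genes per library, and genes with few counts have the larger relative error. Replicates were compared by a chi-square of their counts per gene, which ranged from 4.83 between Akita + NACET replicates 2 and 4 to 56.2 between Akita replicates 3 and 4, so that no pair agreed within sampling noise and each library was counted once.

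The groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default expression filter (minimum count 10, minimum total 15), robust dispersion and all 4 groups in 1 fit, applied to 6 contrasts: the 5 comparisons of groups and the interaction of genotype with NACET. Of the genes, 16199 passed the filter. Adjusted p-values follow Benjamini and Hochberg, and genes with an adjusted p of at most 0.05 were called DEGs, with no minimum fold change. The common dispersion was 0.0347, a biological coefficient of variation of 0.186. Fold changes are given with their SE, derived from the F statistic, and levels as CPM with SD. The study used DESeq2, which served here as an alternative (version 1.42.0). The test was tried on simulated data made from the means and sizes of these libraries, with 15972 genes. Of these, 200 were changed in Akita and another 200 in WT + NACET, each by at least 2-fold. The test recovered 89.5% of the 200 in Akita vs WT, 94.0% in Akita + NACET vs Akita and 86.5% in WT + NACET vs WT. It made 13, 8 and 13 false calls. The median change of the real DEGs was below 2-fold in these comparisons, and recovery of such smaller changes was not tried.

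The genes named in the text are the 3 with the largest increase and the 3 with the largest decrease in each of Akita vs WT, Akita + NACET vs Akita and WT + NACET vs WT, among DEGs with a mean of at least 1 CPM and no overlap between the groups. For the interaction they are the 3 with the smallest p in each direction. A gene that met both rules is not reported here. To these were added 30 genes that the study had measured or named. Correlations of effects were computed on log2 CPM (prior count 2) over all tested genes, with exact permutation of the group labels. Group distances were tested with R² from a permutational analysis on Euclidean distances, with all label splits enumerated and adjustment over 6 pairs. Principal components followed the study's filter (normalized count over 10 in at least 5 samples, interquartile range of log2 counts of at least 1.5). Gene sets were tested with camera from limma 3.58.1 with a preset correlation of 0.01, and with fry and an estimated correlation beside it, adjusted over sets and contrasts together. The sets covered NRF2 targets, the glutamate receptor and respiratory chain lists of the study, phototransduction, nuclear and mitochondrial respiratory chain genes, ribosomal proteins, neurotransmitter receptors, ion channels, 16 marker lists of cell types and tissues, clock, immediate early, heat shock and Y-linked genes. A list of inflammation and gliosis proteins had 0 genes tested as a set, and Il1b, Il6 and Gfap are reported singly.

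Alternatives were DESeq2 size factors in the edgeR fit, DESeq2 with all groups or with 2 groups, edgeR with 2 groups, no filter or a mean count of at least 50, the replicate number as a block, 1 surrogate variable (sva 3.50.0), a correction for GC content (known for 99.3% of tested genes), ribosomal RNA genes kept, and each library left out in turn. For correlations, distances and sets, other gene filters, a smaller prior count and rank correlation were tried. A covariate for the share of reads outside exons, thinning of all libraries to the smallest total, and a division of the Akita libraries were chosen after seeing the data. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Enrichment over public pathway databases was not run here.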

Results

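The retinal transcriptome was profiled by poly(A) RNA sequencing in 18 libraries from male mice, in a design that crossed genotype with treatment. WT mice were normoglycemic C57BL/6J animals. Akita mice carry a missense mutation in 1 copy of Ins2, an insulin gene, and become diabetic early in life, so they serve as a model of diabetic retinopathy. NACET is the ethyl ester of the antioxidant N-acetylcysteine and enters cells more readily than its parent compound. It was given in the drinking water at 0.33 mg/mL, for an intake of 50 mg/kg per day, from 4 to 24 weeks of age, and control mice drank water alone. There were 3 WT libraries, 6 WT + NACET libraries, 4 Akita libraries and 5 Akita + NACET libraries. The values were read counts per gene.

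Counts assigned to genes ranged from 11495596 to 17814480 per library, with a mean of 15223809 ± 1707691 (SD, n = 18), and did not differ between any pair of groups (lowest exact permutation p = 0.151, adjusted p = 0.493 over 6 pairs). All libraries matched the stated sex: Xist had 0 to 2 counts in each, and the Y-linked gene Ddx3y had 957 to 1604. Ins2 had at most 9 counts in any library, so the genotype could not be checked from its level. The share of uniquely aligned reads that fell outside annotated exons differed more than depth did. It was 11.5% ± 1.83 (SD, n = 4) in Akita and 16.4% ± 2.11 (SD, n = 5) in Akita + NACET, with no overlap between the libraries of these groups (two-sided exact permutation p = 0.00794, the smallest possible, adjusted p = 0.0476). In WT it was 16.3% ± 1.24 (SD, n = 3) and in WT + NACET 12.7% ± 2.74 (SD, n = 6). WT and Akita, the other pair without overlap, reached the smallest exact p that 3 and 4 libraries allow, 0.0286, with an adjusted p of 0.0714.

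**Figure D1:**
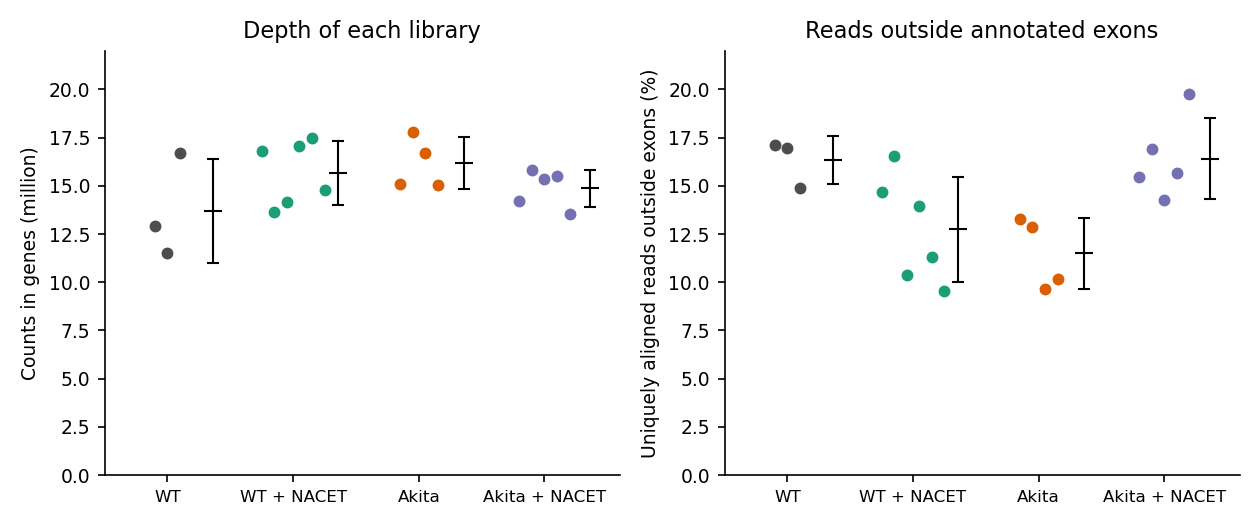
Counts in genes per library (left) and share of uniquely aligned reads outside annotated exons in percent (right), by group, with 1 point per library and the mean ± SD beside the points. The share averages 16.3% in WT and 16.4% in Akita + NACET, 11.5% in Akita and 12.7% in WT + NACET.

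To compare the groups as a whole, principal components and distances between libraries were computed. With the gene filter of the study's methods, 224 genes remained, and the first 2 components held 36.8% and 29.6% of the variance. On the first component WT + NACET had a mean score of −9.94 ± 3.03 (SD, n = 6), against 3.69 ± 9.88 (SD, n = 3) in WT, 7.40 ± 6.25 (SD, n = 4) in Akita and 3.8 ± 5.41 (SD, n = 5) in Akita + NACET, and the lowest WT library, at −7.72, lay within the range of WT + NACET. Over all 16199 expressed genes, Akita + NACET and WT were the only pair of the 6 that a permutational test did not separate (R² = 0.148, exact p = 0.375, adjusted p = 0.375). Akita and WT differed (R² = 0.276, exact p = 0.0286, adjusted p = 0.0343), as did Akita and Akita + NACET (R² = 0.251, exact p = 0.00794, adjusted p = 0.0159) and WT and WT + NACET (R² = 0.211, exact p = 0.0238, adjusted p = 0.0343). WT and WT + NACET were no longer separated without WT replicate 1 (adjusted p = 0.257), WT replicate 2 or 3 (adjusted p = 0.129 in each) or WT + NACET replicate 3 (adjusted p = 0.0643). WT and Akita were not separated without any single library of either group (adjusted p from 0.10 to 0.257), where too few splits remain to reach the threshold. WT + NACET and Akita (R² = 0.224, adjusted p = 0.0143) were not separated without Akita replicate 4 (adjusted p = 0.0536). Among the 500 most variable genes, Akita and WT were not separated (R² = 0.136, adjusted p = 0.536), and neither were Akita and Akita + NACET (R² = 0.180, adjusted p = 0.286).

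Akita and WT were compared to obtain the changes that accompany diabetes. Of the 16199 genes tested with edgeR, 1238 were DEGs at an adjusted p-value of at most 0.05, 642 upregulated and 596 downregulated in Akita. Of these DEGs, 183 changed by more than 2-fold, and the median absolute log2 fold change was 0.58. At an unadjusted p below 0.05 there were 4379 genes, where 810 would be expected without any difference. With only the 2 groups in the edgeR fit there were 149 DEGs, 14.1% of them upregulated against 51.9% in the fit of all groups. The number of DEGs depended on single libraries. It was 0 without WT replicate 2, 1 without WT replicate 1, 185 without Akita replicate 4, and between 866 and 1505 in the fits that each left out 1 of the other 4 libraries. With the share of reads outside exons as a covariate, an alternative chosen after seeing the data, it was also 0.

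**Figure D2:**
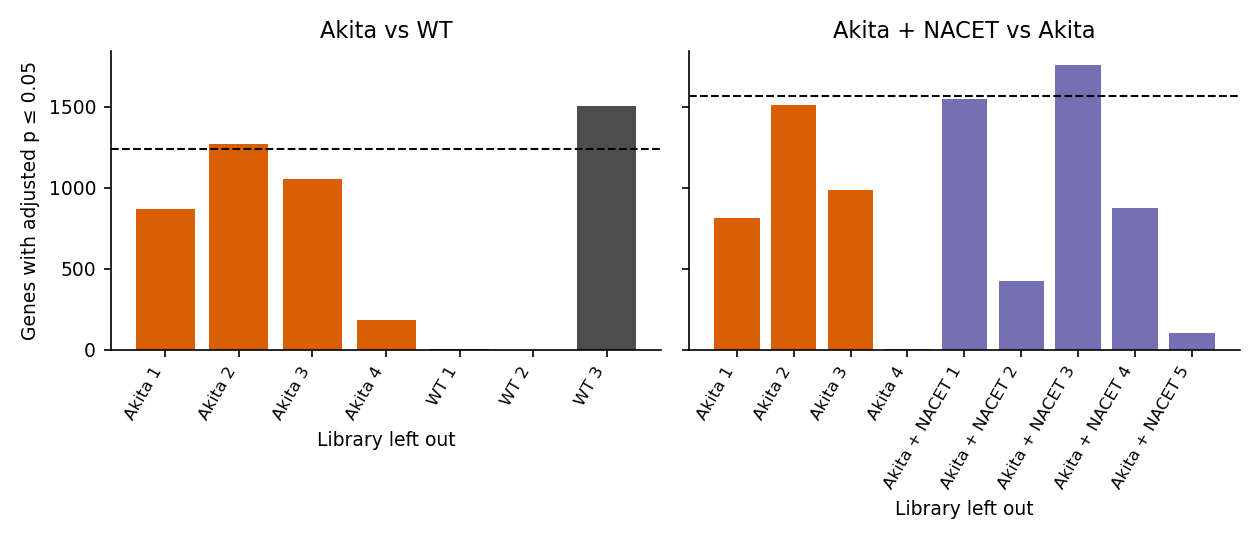
Number of DEGs (adjusted p-value of at most 0.05) when each library was left out in turn, for Akita vs WT (left) and Akita + NACET vs Akita (right), with the count from all libraries as a dashed line. The counts range from 0 to 1505 around 1238 on the left and from 1 to 1757 around 1563 on the right.

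Of the DEGs between Akita and WT, 1131 had a mean CPM (counts scaled to the effective library size) of at least 1 and no overlap between the libraries of the 2 groups, a separation that chance gives a gene in 5.71% of cases. The largest increases among them were in Dynlrb2, Scn4a and Akr1b8, and the largest decreases in Cldn5, Mirg and B230216N24Rik. Dynlrb2 (chromosome 8, 119028915 to 119039796 in mm9) encodes a dynein light chain and rose from 0.331 CPM ± 0.222 (SD, n = 3) to 1.54 ± 0.520 (SD, n = 4), a log2 fold change of 2.16 ± 0.44 (SE) with an adjusted p of 0.0159. Scn4a, a voltage-gated sodium channel (chromosome 11, 106179906 to 106214602), rose from 7.66 CPM ± 1.05 (SD, n = 3) to 25.2 ± 12.4 (SD, n = 4), with a log2 fold change of 1.72 ± 0.34 (SE, adjusted p = 0.0161). Cldn5, a tight junction gene of vascular endothelium (chromosome 16, 18776940 to 18778353), fell from 1.92 CPM ± 0.847 (SD, n = 3) to 0.440 ± 0.214 (SD, n = 4), and its log2 fold change was −2.11 ± 0.59 (SE, adjusted p = 0.0365). Mirg, a noncoding host transcript of microRNAs (chromosome 12, 110973191 to 110987665), fell from 4.13 CPM ± 0.590 (SD, n = 3) to 1.07 ± 0.169 (SD, n = 4), with a log2 fold change of −1.93 ± 0.33 (SE, adjusted p = 0.0112). B230216N24Rik lies within Pam on the same strand, so its counts can include reads from that gene. Each of these 6 genes lost its call in at least 3 of its 17 to 19 alternative fits, with no change of direction.

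Akita + NACET and Akita were compared for the effect of the treatment in diabetic retinas. There were 1563 DEGs, 731 upregulated and 832 downregulated with NACET, of which 151 changed by more than 2-fold. The median absolute log2 fold change of the DEGs was 0.49, and 4703 genes had an unadjusted p below 0.05. Here too single libraries decided the count. There was 1 DEG without Akita replicate 4, and there were 101 without Akita + NACET replicate 5, 420 without replicate 2 and 871 without replicate 4 of the same group. Without Akita replicate 1 there were 810 DEGs and without Akita replicate 3 there were 987. The number was 0 with the share of reads outside exons as a covariate. It was 699 when only the libraries of the 2 groups entered the fit, with 76.5% of the DEGs upregulated against 46.8% in the fit of all groups.

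Of the DEGs between Akita + NACET and Akita, 1230 had a mean of at least 1 CPM and no overlap between the libraries, which chance gives a gene in 1.59% of cases. The largest increases were in Hbb-b2, Cldn5 and B230216N24Rik, and the largest decreases in Wnt9b, Gm12996 and Hpdl. Hbb-b2, an adult beta globin (chromosome 7, 110961038 to 110962510), had 1.48 CPM ± 0.678 (SD, n = 4) in Akita and 6.77 ± 4.31 (SD, n = 5) in Akita + NACET, a log2 fold change of 2.18 ± 0.48 (SE, adjusted p = 0.0205). Because reads that matched its near-identical neighbour equally well were not counted, its level is uncertain. Cldn5 rose to 1.94 CPM ± 0.789 (SD, n = 5), which was within the spread of WT, with a log2 fold change of 2.14 ± 0.54 (SE, adjusted p = 0.0239). Gm12996, a noncoding transcript (chromosome 4, 116497508 to 116503208), fell from 5.92 CPM ± 1.41 (SD, n = 4) to 3.08 ± 0.392 (SD, n = 5), with a log2 fold change of −0.94 ± 0.19 (SE, adjusted p = 0.0161). Its neighbour Hpdl (chromosome 4, 116492512 to 116494113) fell from 6.93 CPM ± 1.69 (SD, n = 4) to 3.73 ± 0.923 (SD, n = 5), with a log2 fold change of −0.89 ± 0.21 (SE, adjusted p = 0.0207). All 6 lost their call without Akita replicate 4 and with the share of reads outside exons as a covariate.

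Akita + NACET was then set against untreated WT to ask what difference remained after treatment. Only Csrp3 was called, downregulated with a log2 fold change of −1.06 ± 0.15 (SE, adjusted p = 0.00758), and 751 genes had an unadjusted p below 0.05, fewer than the 810 expected by chance. Csrp3 encodes a LIM domain protein of muscle (chromosome 7, 56085768 to 56103400) and was named here after its value was seen. It had 13.8 CPM ± 1.91 (SD, n = 3) in WT, 6.60 ± 0.583 (SD, n = 5) in Akita + NACET, 5.52 ± 0.700 (SD, n = 6) in WT + NACET and 10.1 ± 1.76 (SD, n = 4) in Akita. DESeq2 called 13 genes in this comparison with all groups in the fit and 29 with the 2 groups alone. No gene was called without WT replicate 2 or without WT replicate 3, while 2 were called without Akita + NACET replicate 1 and 3 without replicate 5 of that group.

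A gene was counted as restored when it was a DEG between Akita and WT and a DEG in the opposite direction between Akita + NACET and Akita. This held for 720 genes. They comprised 375 of the 596 genes downregulated in Akita (62.9%) and 345 of the 642 upregulated ones (53.7%). No DEG of Akita vs WT was called in the same direction after treatment, and 99.5% of them changed with the opposite sign. Both comparisons use the same 4 Akita libraries, which alone favours opposite signs. In 20 simulated series with no change in any group, no gene was restored, and the 2 effects correlated across genes with a median r of −0.49. Each gene was drawn independently there, so a restored count near 0 was fixed in advance. The series hold no shift shared by many genes of 1 library, so they cannot show how many restored genes such a shift would give. When the Akita libraries were divided so that the comparisons shared none, no gene reached both thresholds, but this was fixed by Akita replicate 4. The comparison that held it called 983 to 1796 genes against WT or 568 to 1905 against Akita + NACET, and the other comparison called 0 or 1, so the division does not test the overlap. The count of restored genes fell most with the share of reads outside exons as a covariate, to 0, and was 113 with edgeR and only the 2 groups of each comparison in the fit. With DESeq2 and only the 2 groups of each comparison, 746 genes were restored. They were 455 of the downregulated genes (73.7%) and 291 of the upregulated ones (54.6%). The count of restored genes rose most with DESeq2 and all groups, to 1272. It was 0 without WT replicate 2, 1 without WT replicate 1, 1 without Akita replicate 4, 396 without Akita replicate 1, and 85, 233 and 430 without Akita + NACET replicates 5, 2 and 4.

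Across all 16199 genes, the Akita effect and the NACET effect in Akita correlated with r = −0.79. Exact permutation of the labels over all arrangements gave a median of −0.50, a range of −0.86 to 0.21 and p = 0.0593 (adjusted p = 0.117 over the 3 correlations tested). With no shared library, r lay between −0.47 and −0.30 over 6 divisions of the Akita libraries. These are correlations across genes, which are not independent replicates. The NACET effects in WT and in Akita, which share no library, correlated with r = −0.33 (exact permutation p = 0.0779, adjusted p = 0.117). The Akita effect and the NACET effect in WT correlated with r = 0.50, below the median of 0.63 from permuted labels (p = 0.377, adjusted p = 0.377) and above the 0.02 to 0.29 obtained with no shared WT library. None of the 3 passed the threshold.

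**Figure D3:**
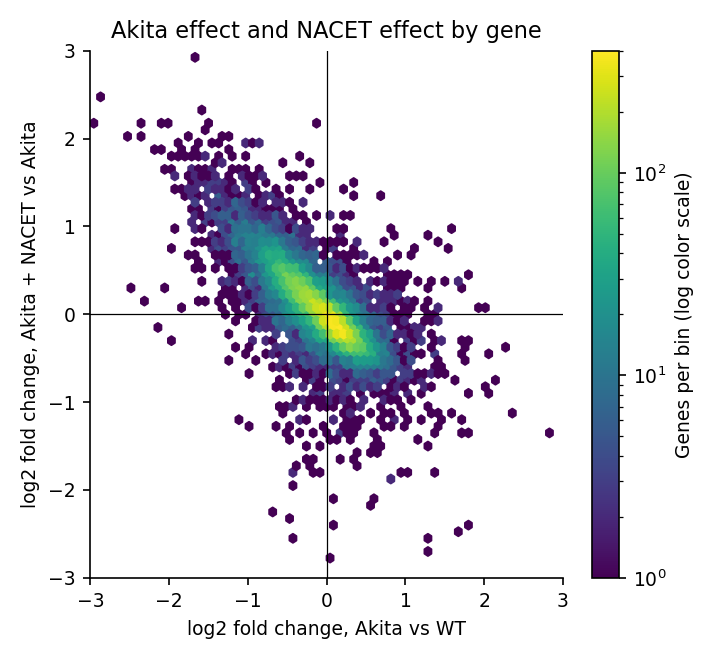
Log2 fold change of each gene in Akita vs WT (horizontal) and in Akita + NACET vs Akita (vertical), as the number of genes per hexagon on a log color scale, for genes with both values within ±3. The genes run from the upper left to the lower right (r = −0.79), part of which comes from the Akita libraries that both axes share.

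WT + NACET and WT were compared for the effect of NACET in normoglycemic retinas. There were 240 DEGs, 139 upregulated and 101 downregulated, and 63 changed by more than 2-fold. At an unadjusted p below 0.05 there were 3163 genes. DESeq2 called 715 genes with all groups in the fit and 919 with the 2 groups alone. Leaving out single libraries gave 72 to 329 DEGs. The count was 72 without WT replicate 1, 77 without WT replicate 2, 110 without WT + NACET replicate 3 and 153 without WT + NACET replicate 5. Among the DEGs, 223 had a mean of at least 1 CPM and no overlap between groups, which chance gives a gene in 2.38% of cases. Among the largest decreases were those in Rec8 and Acp1, and the largest increases were in Gm4419, Bcl3 and Gm10475. Acp1, a low molecular weight phosphatase (chromosome 12, 31578191 to 31596477), fell from 32.9 CPM ± 6.66 (SD, n = 3) to 2.45 ± 0.447 (SD, n = 6), with a log2 fold change of −3.74 ± 0.13 (SE, adjusted p = 8.43e-14). Rec8, a meiotic cohesin subunit (chromosome 14, 56236874 to 56244232), fell from 5.31 CPM ± 0.411 (SD, n = 3) to 0.270 ± 0.50 (SD, n = 6), and its log2 fold change was −4.36 ± 0.59 (SE, adjusted p = 0.000592). Gm4419, a long noncoding RNA (chromosome 12, 21423772 to 21425664), rose from 0.424 CPM ± 0.261 (SD, n = 3) to 4.68 ± 1.33 (SD, n = 6), with a log2 fold change of 3.42 ± 0.39 (SE, adjusted p = 3.16e-05). Gm10475 lies inside Reln on the opposite strand, and the counting did not use strand, so its level is uncertain. These 5 genes kept their call and direction in each of their 20 or 21 alternative fits. None of the fits can separate NACET from another difference between the WT + NACET mice and the other groups. All 5 genes also differed between WT + NACET and each of the other groups. None was called in Akita + NACET vs Akita, where the lowest adjusted p was 0.138, for Gm4419.

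**Figure D4:**
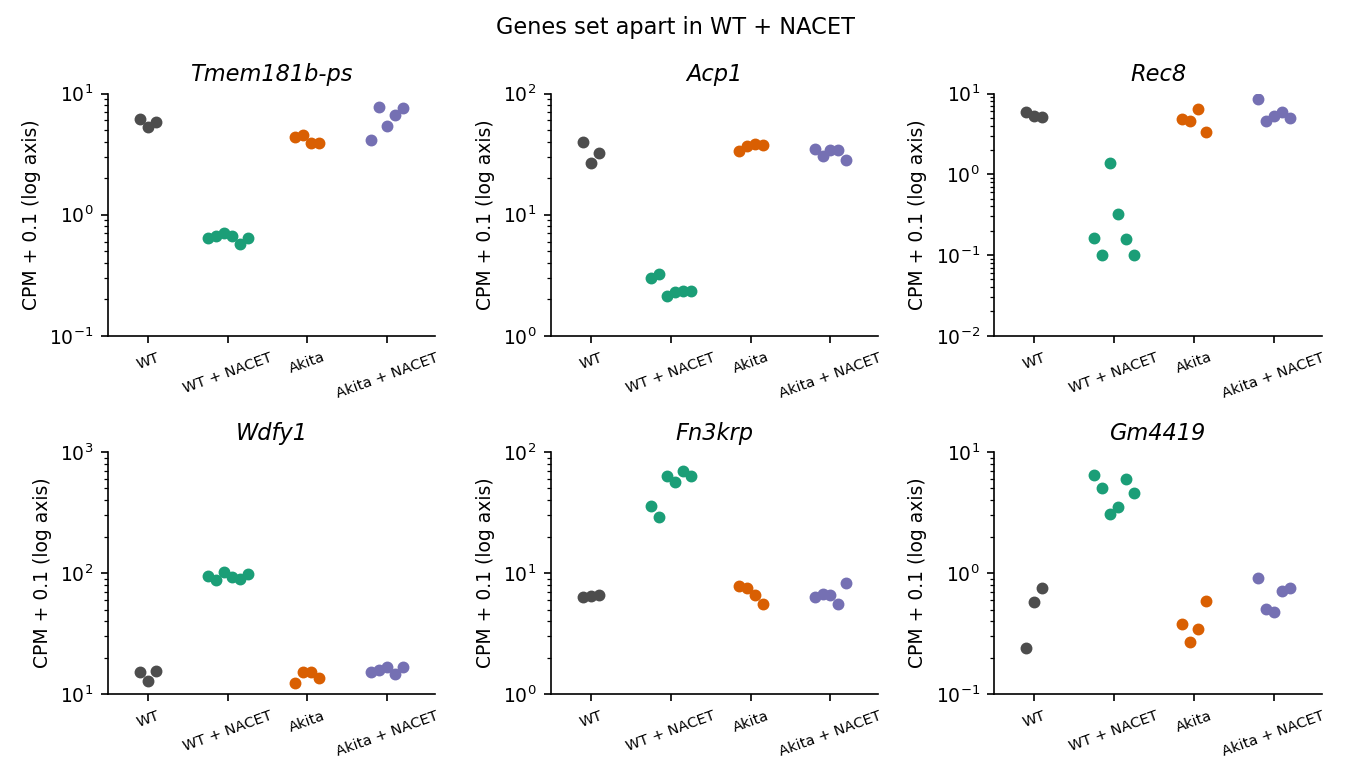
CPM + 0.1 on a log axis for 6 genes set apart in WT + NACET, with 1 point per library. The 6 WT + NACET libraries lie away from the 12 libraries of the other 3 groups in each panel, below them for Tmem181b-ps, Acp1 and Rec8 and above them for Wdfy1, Fn3krp and Gm4419.

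Akita + NACET and WT + NACET were compared for the effect of genotype under treatment. There were 2151 DEGs, 974 upregulated and 1177 downregulated in Akita + NACET, and 5041 genes had an unadjusted p below 0.05. The count was 862, 1343 and 1370 without Akita + NACET replicates 5, 4 and 2, and 1128 and 1267 without WT + NACET replicates 3 and 5. The interaction tested whether the effect of NACET differed between the genotypes. It was called for 3288 genes, 1640 with a more positive effect in Akita and 1648 with a more negative one, and 5760 genes had an unadjusted p below 0.05. Without WT replicate 1 the interaction was called for 1699 genes and without WT replicate 2 for 1730. With the share of reads outside exons as a covariate it was called for 17. Among the smallest p-values were those of Acp1 and Tmem181b-ps on the positive side and of Wdfy1, Fn3krp and Sh3yl1 on the negative side. Wdfy1 (chromosome 1, 79698837 to 79772718) had 14.4 CPM ± 1.5 (SD, n = 3) in WT, 94.2 ± 5.25 (SD, n = 6) in WT + NACET, 14.0 ± 1.37 (SD, n = 4) in Akita and 15.9 ± 0.919 (SD, n = 5) in Akita + NACET, an interaction of −2.53 ± 0.13 (SE) with an adjusted p of 5.85e-11. Fn3krp (chromosome 11, 121282715 to 121292602) had 6.41 CPM ± 0.152 (SD, n = 3) in WT and 52.9 ± 16.6 (SD, n = 6) in WT + NACET, and its interaction was −3.09 ± 0.33 (SE, adjusted p = 3.55e-05). The NACET effect in Akita was not called for Acp1, Wdfy1 or Fn3krp, while it was 0.61 for Tmem181b-ps (SE 0.17, adjusted p = 0.0329) and −0.50 for Sh3yl1 (SE 0.13, adjusted p = 0.0262). The call of Sh3yl1 was lost with the share of reads outside exons as a covariate, and the other 4 kept theirs in all 28 alternative fits. Here too the fits cannot separate NACET from another difference between the WT + NACET mice and the other groups. Tmem181b-ps overlaps other annotated genes, so its reads can be split among them.

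The genes whose protein or transcript the study had followed elsewhere, and the 2 gene lists of its pathway analysis, were fixed before testing. They number 30 genes, of which 27 were expressed. In Akita vs WT, 9 of them were DEGs over all genes tested and 15 when adjusted over the list alone. In Akita + NACET vs Akita, both counts were 17, in WT + NACET vs WT they were 0 and 3, and in Akita + NACET vs WT they were 0 and 0. The 2 gene lists had been picked from these same libraries, so the counts adjusted over the list alone are not independent evidence. Nfe2l2, which encodes NRF2 (chromosome 2, 75513570 to 75542698), had 25.9 CPM ± 1.04 (SD, n = 3) in WT, 35.9 ± 4.88 (SD, n = 4) in Akita and 28.2 ± 4.03 (SD, n = 5) in Akita + NACET. It was upregulated in Akita (log2 fold change 0.47 ± 0.12 SE, adjusted p = 0.0266) and lower after NACET (−0.35 ± 0.10 SE, adjusted p = 0.0411), and the second call was lost in 13 of 21 alternative fits. Among the NRF2 targets and regulators of the list, Keap1, Nqo1, Hmox1, Gsr, Slc7a11, Gclm, Gclc and Mgst1 were not called in Akita vs WT or in Akita + NACET vs Akita. Txn1 fell by 0.40 with NACET in Akita (SE 0.12, adjusted p = 0.0463), a call lost in 14 of 21 alternative fits. Il1b and Il6 were below the expression filter. Gfap was not called in Akita vs WT (0.46 ± 0.44 SE, adjusted p = 0.528) and had 190.2 CPM ± 48.2 (SD, n = 6) in WT + NACET against 53.6 ± 22.8 (SD, n = 3) in WT, with a log2 fold change of 1.83 ± 0.44 (SE, adjusted p = 0.0540).

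All 9 glutamate receptor subunits of the fixed list were lower in Akita than in WT, 7 of them DEGs, and all 9 were higher in Akita + NACET than in Akita, each a DEG. Gria2, an AMPA receptor subunit (chromosome 3, 80488858 to 80606713), had 92.9 CPM ± 11.1 (SD, n = 3) in WT, 46.9 ± 3.29 (SD, n = 4) in Akita and 86.6 ± 15.9 (SD, n = 5) in Akita + NACET. Its log2 fold change was −0.99 ± 0.17 (SE, adjusted p = 0.0112) in Akita vs WT and 0.89 ± 0.15 (SE, adjusted p = 0.0152) in Akita + NACET vs Akita. The 6 genes of the respiratory chain list were all higher in Akita than in WT, 1 of them a DEG, and all 6 were lower with NACET, each a DEG. That DEG was Ndufv3, a complex I subunit (chromosome 17, 31657060 to 31668266), with a log2 fold change of 0.36 ± 0.11 (SE, adjusted p = 0.0451) and then −0.43 ± 0.09 (SE, adjusted p = 0.0203). In WT + NACET vs WT none of these 15 genes was a DEG, although all 9 subunits were lower and all 6 respiratory chain genes higher, the direction seen in Akita. Akita vs WT and WT + NACET vs WT use the same WT libraries, which alone favours the same direction. None of the calls among these 15 genes changed direction in an alternative fit. Each NACET call in Akita was lost without Akita replicate 4, and each call in Akita vs WT was lost without WT replicate 1 and without WT replicate 2.

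**Figure D5:**
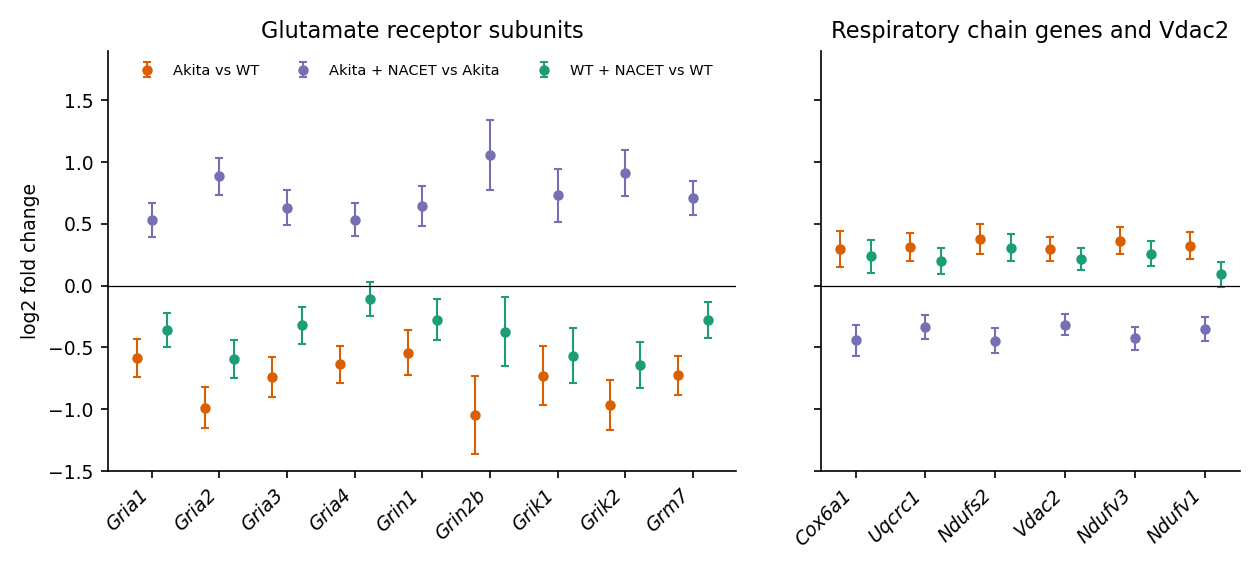
Log2 fold change ± SE of the 9 glutamate receptor subunits (left) and of the 6 genes of the respiratory chain list, which includes the mitochondrial channel gene Vdac2 (right) in Akita vs WT, Akita + NACET vs Akita and WT + NACET vs WT. The subunits are below 0 in Akita vs WT and above 0 in Akita + NACET vs Akita, and the respiratory chain genes are the reverse.

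Gene sets written down beforehand were tested with camera, 31 sets in each of 6 comparisons. With a preset correlation between genes, 84 of the 186 tests passed an adjusted p of at most 0.05, of which 41 also passed with fry and 0 with an estimated correlation. In Akita vs WT, 12 sets passed. The median log2 fold change was −0.56 for voltage-gated ion channels, −0.61 for all ionotropic and metabotropic glutamate receptors, −0.47 for GABA and glycine receptors, 0.35 for phototransduction genes and 0.16 for nuclear-encoded respiratory chain genes. In Akita + NACET vs Akita, 17 sets passed, and these 5 medians were 0.58, 0.68, 0.40, −0.41 and −0.30. In WT + NACET vs WT, 15 sets passed, and the medians were −0.37, −0.30, −0.29, 0.26 and 0.19, in the direction of the Akita effect. The WT libraries are shared with Akita vs WT, which alone favours that direction. In Akita + NACET vs WT, 9 sets passed, among them nuclear-encoded respiratory chain genes (median −0.14, adjusted p = 2.82e-09), cytosolic ribosomal proteins (median −0.14, adjusted p = 1.99e-05) and blood markers (median 1.72, adjusted p = 3.51e-09). The targets of NRF2 followed in the study's cell experiments, 8 genes, passed in none of the 6 comparisons (median 0.01 in Akita vs WT, −0.17 in Akita + NACET vs Akita and 0.30 in WT + NACET vs WT). A wider set of 34 NRF2 targets passed in WT + NACET vs WT (median 0.15, adjusted p = 0.0265) and in the interaction, and not in Akita vs WT (adjusted p = 0.118) or Akita + NACET vs Akita (adjusted p = 0.190).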

Values the study reported

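For the retinas of Akita mice, the study gave the number of genes restored by NACET as 459 downregulated (46.8%) and 293 upregulated (38.2%). Its text does not name the total that these percentages refer to. The percentages of restored genes given above are of the DEGs of Akita vs WT, so the base may differ.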

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

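The tests for genes lying within 1 Mb or 20 Mb of each other, for an effect of NACET in WT alone, and for lens tissue in a single library were chosen only after the results were seen.

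The effect of NACET differed between the genotypes for 3288 genes by the interaction test, a count that 1 of 100 relabellings of treatment within genotype reached, the real one included. The highest count of the other relabellings was 202, and 98 gave none at an adjusted p of at most 0.05. Without WT replicate 1 the count was 1699 and without WT replicate 2 it was 1730. On the log2 scale, the differences of the 5 genes named for the interaction were 3.96 for Tmem181b-ps and 3.57 for Acp1 in the positive direction, and −3.09 for Fn3krp, −2.53 for Wdfy1 and −1.65 for Sh3yl1 in the negative direction. Depth did not separate the groups, and 2878 of the genes called in the interaction kept their call after thinning. With the share of reads outside exons as a covariate, 17 genes were called, and 13 of 60 draws in which that share was reassigned within groups left as few. Since 53.9% of the variance of the share lay between the groups, the share of reads and the treatment cannot be told apart for the other genes. A difference in the biology of treatment between diabetic and normoglycemic mice stays open and was not tested further.

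The genes that set WT + NACET apart form a pattern of their own. Against each of the other 3 groups, 86 genes were called in WT + NACET, 55 higher and 31 lower, which is 35.8% of the DEGs of WT + NACET vs WT. Of these, 15 differed at least 4-fold from each group. A candidate explanation is a strain variant, with the WT + NACET mice of another substrain than the other groups. The study's methods speak against it: they describe the WT mice as C57BL/6J, name a single supplier for WT and Akita mice, and state that treatment was assigned at random within each genotype. The expression values bear on it as follows. Nnt, whose exons are partly deleted in 1 common C57BL/6 substrain, had 19.5 CPM ± 2.50 (SD, n = 6) in WT + NACET, 12.1 ± 3.16 (SD, n = 3) in WT, 9.84 ± 2.74 (SD, n = 4) in Akita and 10.3 ± 0.883 (SD, n = 5) in Akita + NACET, and all 6 WT + NACET libraries were above all 12 others (exact permutation p = 5.39e-05, the smallest possible). The edgeR test of Nnt was less clear, with a highest adjusted p of 0.0552 for WT + NACET against the other groups. Gabra2, looked up in the same check, had 18.96 CPM ± 2.50 (SD, n = 6) in WT + NACET and 8.85 ± 2.12 (SD, n = 3) in WT. It had 5.51 ± 2.43 (SD, n = 4) in Akita and 7.10 ± 0.303 (SD, n = 5) in Akita + NACET. The edgeR test called Gabra2 in WT + NACET against each of these groups, with a highest adjusted p of 0.0122. Of the 15 genes, 5 lay within 20 Mb on chromosome 12 (2410018L13Rik, 5730507C01Rik, Acp1, Gm4419 and Ntsr2), against a median of 2 for random genes (permutation p = 5e-04 over 10000 draws). The 15 genes made 1 neighbouring pair within 1 Mb, which was not more than random genes give (permutation p = 0.16). An effect of NACET in WT mice alone cannot be told apart from the substrain for these 86 genes, because no other group has both the genotype and the treatment. For WT + NACET vs WT, Akita + NACET vs WT + NACET and the interaction, such a difference in background would be mixed with the treatment.

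Single libraries far from the rest of their group were looked for in 126 groups of values, and 10 stood out where chance gives about 6.3, or 1 in 20. The sum of lens markers was 26560 CPM in WT + NACET replicate 5, against at most 75.8 in the other 5 libraries of that group. All 18 lens markers were higher there than in every other WT + NACET library, as lens carried over in the dissection would give, and Cryaa had 9711 CPM against at most 21.7. Lens sums were also high in Akita replicate 2 (3207 CPM) and Akita + NACET replicate 3 (1374 CPM), and the sum of cornea and surface epithelium markers was 140.7 CPM in Akita + NACET replicate 5. No biological explanation was tested for these sums, because the design names none. In WT + NACET replicate 3, Hpdl (8.04 CPM), Rec8 (1.28 CPM) and Sh3yl1 (113.7 CPM) were the highest of the group. In Akita replicate 4, Sh3yl1 (77.7 CPM) and the sum of cone markers (4524 CPM) were the highest, and in Akita replicate 2, Akr1b8 (1.61 CPM) was the lowest. The cause of these single values was not tested.

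Reads outside annotated exons lie outside the gene counts, and their share differed between groups, with a mean of 16.4% in Akita + NACET against 11.5% in Akita. If this share drove the NACET effect in Akita, gene slopes on it within the 6 WT + NACET libraries would follow that effect. The correlation across genes was 0.322 (exact permutation p = 0.196 over 720 orders, adjusted p = 0.196), and with the Akita effect it was −0.309 (exact permutation p = 0.111, adjusted p = 0.196). With the share as a covariate, 0 genes were called in Akita + NACET vs Akita and 0 in Akita vs WT. Of 60 draws with reassigned shares, 30 also left 0 genes in Akita + NACET vs Akita and 23 left 0 in Akita vs WT, so these counts say little about the share. Unspliced RNA or genomic DNA carried into the libraries, and a true change in RNA processing, cannot be told apart here, because the share and the groups overlap.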

How the results depend on the processing

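The covariate for the share of reads outside exons, the thinned counts and the divided Akita libraries were chosen only after the results were seen. Unless stated otherwise, the cause of a change was not tested.

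With the share of reads outside exons as a covariate, the number of DEGs was 0 in Akita vs WT, 0 in Akita + NACET vs Akita, 61 in WT + NACET vs WT, 196 in Akita + NACET vs WT + NACET and 17 in the interaction, and 0 genes were restored. With DESeq2 and all groups it was 2064 in Akita vs WT, 715 in WT + NACET vs WT and 13 in Akita + NACET vs WT, with 1272 genes restored. With DESeq2 and the 2 groups it was 919 in WT + NACET vs WT and 29 in Akita + NACET vs WT, with 746 genes restored. With edgeR and the 2 groups, where fewer libraries inform the spread, it was 149 in Akita vs WT (14.1% upregulated against 51.9%), 699 in Akita + NACET vs Akita (76.5% against 46.8%) and 3 in Akita + NACET vs WT, with 113 genes restored. With no filter on low counts it was 1011 in Akita + NACET vs Akita and 2 in Akita + NACET vs WT, with 459 genes restored. When the Akita libraries were divided so that none was shared, 0 genes were restored, because the comparison without Akita replicate 4 called 0 or 1 gene in each of the 6 divisions.

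Replicate numbers did not pair the libraries: over 22 pairs with the same number, the correlation of deviations from the group means ran from −0.331 to 0.344, with a median of −0.002. With the replicate number as a block, the number of DEGs was 516 in Akita vs WT (40.5% upregulated against 51.9%), 219 in Akita + NACET vs Akita (61.2% against 46.8%), 0 in Akita + NACET vs WT, where 751 genes had an unadjusted p below 0.05 without the block, and 1364 in Akita + NACET vs WT + NACET, with 122 genes restored.

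Across the fits that each left out 1 library, the count ranged from 0 to 1505 in Akita vs WT, from 1 to 1757 in Akita + NACET vs Akita, from 72 to 329 in WT + NACET vs WT, from 0 to 3 in Akita + NACET vs WT, from 862 to 2421 in Akita + NACET vs WT + NACET, from 1699 to 3522 in the interaction and from 0 to 778 for restored genes. The correlation of the NACET effects in WT and Akita ranged from −0.375 to −0.253, and was −0.484 as a rank correlation. R² between WT and Akita ranged from 0.251 to 0.323, where fewer libraries leave too few splits to reach the threshold, between WT and WT + NACET from 0.185 to 0.258, and between WT + NACET and Akita from 0.210 to 0.271. WT and WT + NACET were separated in 5 of their 9 such fits. The separation was lost without any 1 of the WT libraries and without WT + NACET replicate 3, with adjusted p from 0.0643 to 0.257. WT + NACET and Akita lost theirs without Akita replicate 4 (adjusted p = 0.0536).

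Among the 500 most variable genes, R² was 0.176 for WT and WT + NACET, 0.136 for WT and Akita, 0.236 for WT + NACET and Akita, 0.228 for WT + NACET and Akita + NACET and 0.180 for Akita and Akita + NACET, none past the threshold. With the study's gene filter these values were 0.213, 0.124, 0.290, 0.251 and 0.172, also not past it. The first component held 20.1% of the variance over all filtered genes and 36.7% over the 500 most variable ones, and the second 16.8% and 22.5%. The number of gene sets called under fry was 6 in Akita vs WT, 10 in Akita + NACET vs Akita, 1 in WT + NACET vs WT and 1 in Akita + NACET vs WT, and with an estimated correlation it was 0 in all 6 comparisons.

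Of 51 gene results, 11 kept their call in every alternative and 0 changed direction. Over all genes and settings, 427 calls were kept and 57 lost under planned settings, 348 kept and 134 lost when 1 library was left out, and 59 kept and 43 lost under the settings chosen later.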

Other observations

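The tests for a lower share of rods alone and for a wrong label between Akita and Akita + NACET were chosen only after the results were seen.

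Other splits of the libraries seldom gave as many DEGs. In Akita vs WT, 1 of the 35 splits of the 7 libraries did, the real one, and the highest other count was 218. For Akita + NACET vs Akita it was 1 of 100 splits drawn from 126, with 529 as the highest other count, and for Akita + NACET vs WT + NACET 1 of 100 drawn from 462, with 22. For WT + NACET vs WT, 3 of the 84 splits gave as many, 1 of them 663. For Akita + NACET vs WT, 4 of the 56 splits gave as many, so a count of 1 DEG is within what other splits give. The splits test that count and not Csrp3 itself. The edgeR test also called Csrp3 lower in WT + NACET vs WT (−1.32, SE 0.14, adjusted p = 1.56e-05). It was lower in Akita + NACET vs Akita too (−0.60, SE 0.14, adjusted p = 0.0206), and these 2 comparisons share no library.

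Technical explanations of the NACET effect in Akita were tested. GC content is argued against, since 1349 of the 1563 DEGs kept their call after the correction. The genomic length of the gene explained 2.62% of the variance of the effect across genes. After thinning to the smallest library 1252 of the DEGs kept their call, which argues against library size. Retinal pigment epithelium carried over is argued against as the cause, since its markers made up 0.0499% of the counts in Akita + NACET and 0.0153% in Akita (exact permutation p = 0.0873, adjusted p = 0.122 over 7 sums), while rod markers fell by 5.34% of the counts. Lens markers made up 0.0361% in Akita + NACET and 0.0808% in Akita. Time of day stays open: the clock set shifted (median 0.24, adjusted p = 0.0162), with Per3 higher by 0.74 (SE 0.23, adjusted p = 0.0489) and Tef by 0.39 (SE 0.11, adjusted p = 0.0351). Dbp, Nr1d1, Per1, Per2 and Per3 all moved opposite to Arntl, as the time of day would need, but Arntl itself was not called (−0.17, SE 0.10, adjusted p = 0.285) and Npas2 moved against the prediction (0.45, SE 0.31, adjusted p = 0.350). A wrong label between Akita and Akita + NACET is argued against, since setting it right would raise the count, while the 20 swaps of a pair of labels gave at most 71 genes and the 9 moves of a single label at most 529, against 1563. A library from outside these groups under a wrong label cannot be told apart. The count rests on Akita replicate 4, without which 1 gene was called, and the data hold no reference for where that library came from.

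A change in the share of cell types may underlie part of the NACET effect. Of 16 marker lists, 7 were called in Akita + NACET vs Akita, 3 also with fry and 0 with an estimated correlation, so that this stays open. The median log2 fold change was −0.41 for rod, −0.43 for cone, 0.38 for amacrine, 0.28 for retinal ganglion cell, 1.61 for vascular endothelial, 1.43 for retinal pigment epithelium and 1.43 for blood markers. A lower share of rods alone is argued against, because the sum of cone markers fell with that of rods, from 3540 CPM ± 660.6 (SD, n = 4) to 2726 ± 251.7 (SD, n = 5), with an exact permutation p of 0.00794 (adjusted p = 0.0185 over 7 sums). Bipolar (0.18), horizontal (0.21), Mueller glia (0.07), microglia (−0.16), pericyte (0.44), lens (−0.20), cornea (0.13), myelin (−0.06) and skeletal muscle (0.04) markers were not called, and neither were mitochondrially encoded genes (0.10), immediate early genes (−0.08) or Y-linked genes (0.14). Heat shock genes were called at −0.26 and cytosolic ribosomal proteins at −0.25. The retina itself expresses most genes of the neuronal and glial lists.

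A passenger segment around Ins2 on chromosome 7 is argued against as a source of the DEGs in Akita vs WT. Of 250 genes tested within 20 Mb, 16 (6.40%) were DEGs, against 7.66% elsewhere (Fisher's exact p = 0.548).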
